A study of Danio rerio with 10 samples. Its data were reported in "Cell-type-specific mRNA transcription and degradation kinetics in zebrafish embryogenesis from metabolically labeled single-cell RNA-seq" (2024).

How the data were processed

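Labelled nucleotides (4-thio-UTP), which enter RNA made after injection, were given to 1-cell zebrafish embryos, which were later dissociated into single cells for droplet RNA sequencing with a chemical step (iodoacetamide) that turns the labelled bases into T-to-C changes in the reads. Of the 10 samples of the series, the 5 treated with iodoacetamide hold the cells analysed here: 1 library of the dome stage, 2 of 30% epiboly and 2 of 50% epiboly, called replicates A and B after their labels. The dome library carries the letter B in its title and A in its column names, and B is used here. The 5 libraries without the conversion step were not analysed here, so no test of the conversion itself was made. The study calls the libraries of a stage biological replicates from separately collected embryos. Its methods give 2 ways of dissociation for the epiboly stages, by hand in the first replicate and by shaking in the second, with shaking also at dome, and report a separation of samples by that step. The labels do not say which letter is which replicate, nor whether clutches differed, so the spread between these libraries includes that of preparation. The p-values of genes rest on this spread moderated over genes, and do not measure the spread of a single gene alone. Counts of the 2 libraries of a stage differed far beyond sampling noise (chi-square per degree of freedom 17.9 at 30% and 11.2 at 50% epiboly), so each was kept as its own replicate.

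The authors deposited a table of raw UMI counts per gene and cell, without normalization. Per the study's methods, the authors aligned reads with Bowtie2 and counted UMIs with the Drop-seq tools, kept cells with at least 500 genes, and estimated labelled fractions with GRAND-SLAM on GRCz11. Which of the tools wrote the deposited count table is not given in the sources used here. The second deposited table holds, for each gene and cell, the fraction of RNA that the authors estimated as newly transcribed, from 0 to 1, and it is 0 wherever the count is 0. The authors also deposited a cell table with pseudotime in minutes and a cell type for each cell, from clusters named by marker genes. Those types were used as given, and the names EVL, PGC, YSL and SevenSleeper are written here as enveloping layer, primordial germ cells, yolk syncytial layer and apoptotic-like cells. The study named clusters with known marker genes, chrd, dnd1, eve1, gsc, isg15, krt8, nanos3, noto, osr1, sesn3, sox3 and tbxta, and endoderm by sox32, and it computed the clusters from variable genes in these same cells, so differences between types, chiefly of the naming genes, are not independent of the grouping.

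The tables hold 8226 cells, 20920 endogenous genes and 26669551 UMIs. All cells were kept, although 15 hold fewer than 500 genes in the deposited table. UMIs of the injected GFP, RFP and mCherry mRNAs were left out of library sizes and tests, and made up 0.654% of UMIs at dome, 0.410% and 1.09% in 30% epiboly A and B, and 0.284% and 1.45% in 50% epiboly A and B. No doublet caller was run, and mixing of cells was measured from the 2 forms of injected mCherry mRNA. Intervals of shares of cells are exact binomial ones at 95% and cover counting error only, and those of the gap between replicates at 50% epiboly come from 1000 resamples of cells.

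New RNA of a gene in a cell was its UMI count times its labelled fraction, and old RNA the remainder. Both were summed over the cells of a library, or over the cells of 1 type and all other cells of that library, and rounded to whole numbers. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors of the total counts and total UMIs as library sizes for all 3 quantities, and Benjamini-Hochberg adjustment over genes at 0.05. Stages were compared in 1 fit of the 5 libraries, so that the single dome library was assumed to vary like the others, with no term for the replicate letter. Cell types were compared with all other cells of the same library, with the library as a term, for types with at least 5 cells in a library and, outside the enveloping layer and the germ cells, in at least 3 libraries. Standard errors are the log2 fold change over the square root of F. A gene with no UMI in 1 group has its fold bounded with a floor of 3 UMIs over the group. Labelled shares were compared with exact two-sided permutation tests of library values. Gene classes used the mean labelled fraction over cells with at least 3 UMIs of a gene, for genes with at least 50 UMIs in all, split at 5% and 65% as in the study.

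The 28 gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and again with an estimated correlation. Adjusted p-values of lists in the text are those with an estimated correlation, and the list counts give genes past the test over all genes and adjusted over the list alone. On simulated counts of the enveloping layer, the preset correlation found a list of 20 raised genes and called 0 of 27 unchanged lists. The estimated correlation missed the raised list, so a list that does not pass with it may still differ. The simulated genes varied independently, so the preset test was not tried on correlated lists. The name pattern for mitochondrially encoded genes matched 0 genes. Named genes were the tested members of the lists that fit a comparison, and then the 10 genes with the largest rise and the 10 with the largest fall among those past the test with at least 100 UMIs and the same direction in every library, clone names left out. For gene classes they were the genes the study's text names, and the text gives a selection of all these, with the result of 1 gene not reported here. Tests, lists, the rule for named genes and most alternatives were fixed before the data were examined. The correction for label detection, the exclusion of genes in fewer than 5 cells, the fits with all libraries and those without yolk syncytial layer or apoptotic-like cells for the enveloping layer and germ cells, and the minimum of 3 UMIs for other types, were chosen after seeing the data. The correction divided new RNA by the mean labelled fraction of the early zygotic regulators at the same UMI number in that library.

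Alternatives were DESeq2 1.42.0, limma on log2(CPM + 1), no filter on low counts, the replicate letter as a term, leaving out each library, pairs of gene and cell with at least 3 UMIs, TMM factors and library sizes of the old or new counts themselves, other cells within 20 minutes of pseudotime, and cells thinned to 1000 UMIs. The test was tried on simulated counts with the real means and library sizes. Of genes changed 4-fold, it recovered 38% for total RNA between 50% and 30% epiboly and 20% between 50% epiboly and dome. For new RNA between 50% epiboly and dome it recovered 0%, for old RNA of the enveloping layer 85%, and for old RNA of the germ cells 12%. Scripts ran in Python 3.11.15 and R.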

Results

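Single-cell RNA sequencing with a metabolic label measured, for each gene in each cell, the number of RNA molecules (UMIs) and the fraction made after label injection into 1-cell zebrafish embryos. Unlabelled (old) RNA is mostly what the egg provided, and labelled (new) RNA was transcribed by the embryo. The 8226 cells came from 5 libraries: 1 at dome, a blastula stage, 2 at 30% epiboly and 2 at 50% epiboly, when cells spread over the yolk and the germ layers form. The dome library held 1855 cells and 7430347 UMIs, with a median of 3511 UMIs per cell. At 30% epiboly, replicate A held 2420 cells and 6979193 UMIs, and replicate B 632 cells and 2922142 UMIs. At 50% epiboly, replicate A held 3068 cells and 8780804 UMIs, and replicate B 251 cells and 557065 UMIs. Median depth per cell was 2443.5 and 4087 UMIs at 30% epiboly and 2414 and 2066 UMIs at 50% epiboly, for A and B. Cells of a library are not replicates, so every test used sums or shares per library.

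How far transcription by the embryo had replaced maternal RNA was measured as the labelled share of all UMIs. It was 12.3% at dome, 31.5% and 29.7% at 30% epiboly (mean 30.6% ± 1.27, SD, n = 2), and 42.6% and 32.4% at 50% epiboly (mean 37.5% ± 7.20, SD, n = 2). The mean over cells was 12.6% at dome, 31.1% and 29.4% at 30% epiboly, and 41.6% and 32.8% at 50% epiboly. From 30% to 50% epiboly the mean differed by 6.92 percentage points, by 11.1 between the A libraries and by 2.73 between the B libraries. An exact permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow. Early zygotic regulators, a fixed list of 24 developmental transcription factors and signals, were labelled at 83.4% at dome and at 86.2% to 93.0% in the later libraries. Oocyte genes, a fixed list of 10 genes with roles in the egg, were labelled at 0.78% to 1.41%. Injected mCherry mRNA, made without the label, was labelled at 0.573% to 0.894% over the 5 libraries and gives the background.

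**Figure D1:**
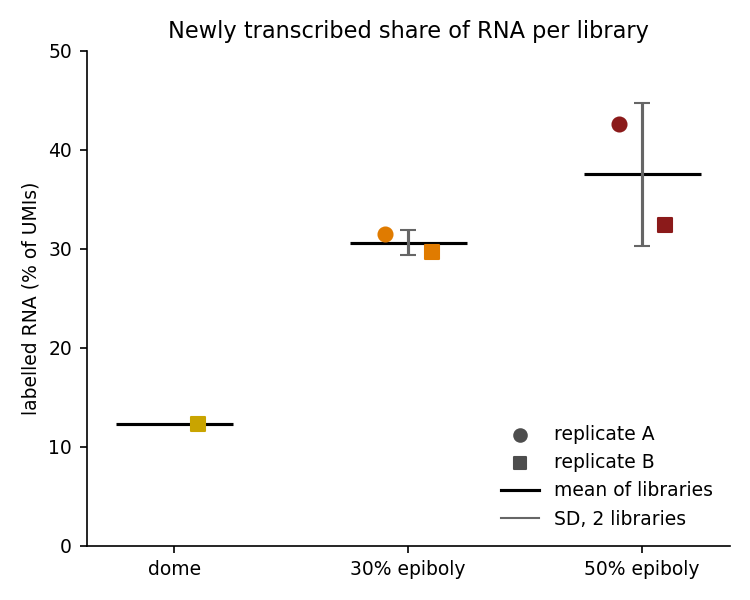
Labelled share of all UMIs (percent, y axis) in each library (points) by stage (x axis), with stage means. The share was 12.3% at dome, near 30% in both libraries of 30% epiboly, and 42.6% and 32.4% at 50% epiboly.

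Which genes were provided by the egg, transcribed by the embryo or both was read from the mean labelled fraction of 7318 genes. Under 5% lay 2645 genes (36.1%), between 5% and 65% lay 3155 (43.1%), and above 65% lay 1518 (20.7%). These means pool libraries, and taken alone dome had 58.4% of genes under 5% and 8.06% above 65%, against 25% and 32.7% in 50% epiboly A. In the lowest class, the oocyte linker histone h1m (ENSDARG00000102892) was labelled at 0.565%, the oocyte kinase wee2 at 0.806%, and the germ plasm genes nanos3 (ENSDARG00000068255) and dnd1 at 0.0629% and 0.241%. In the highest class were gsc at 95.7%, tbxta at 91.4%, sox3 at 88.3%, cxcr4a at 92.6%, the keratin gene krt8 at 92.3% and spaca4l at 97.4%. Cyclin B1 (ccnb1) was intermediate at 46.7%, and so were ddx39ab at 8.31%, cth1 at 25.8%, pfn1 at 15.6%, aif1l at 13.8%, gclm at 9.93%, cd9b at 9.41% and epcam at 5.90%. The activators of the zygotic genome split widely, with pou5f3 at 53.7%, nanog at 21.0% and sox19b at 6.52%. All 24 early zygotic regulators lay above 65% (median 89.5%), and 8 of 10 oocyte genes lay under 5% (median 0.75%). The median was 91.7% for 18 enveloping layer genes, 84.0% for p53 and stress genes, 50.6% for cell cycle genes, 47.8% for ribosomal proteins, 26.2% for splicing factors and 25% for the proteasome. The intermediate class held 7309 of 10123 genes (72.2%) when a single UMI per cell sufficed and 1360 of 3484 (39.0%) when 5 were required.

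Total RNA was compared between stages to ask which transcripts accumulated or were lost. Between dome and 50% epiboly 544 of 12074 genes rose and 228 fell (2 libraries against 1). The neural repressor her3 (ENSDARG00000076857) rose by 6.28 ± 0.78 (log2, SE; adjusted p = 0.000604), and sox32 (ENSDARG00000100591), which directs endoderm, by 6.23 ± 0.69 (adjusted p = 0.000424). Mesoderm and tail regulators rose as well: msgn1 by 5.86 ± 0.84, cdx4 by 5.12 ± 0.62, eve1 by 4.17 ± 0.49 and tbxta (ENSDARG00000101576) by 3.55 ± 0.45. The paraxial mesoderm gene tbx16l had 0 UMIs at dome and was at least 23.3-fold higher at 50% epiboly, against a floor of 3 UMIs over the group. For mespaa, 1 UMI at dome stood against 200 at 50% epiboly, a ratio of 159 (95% counting interval 28.2 to 6317). Neural genes lhx5 (5.30 ± 0.96), foxd5 (3.64 ± 0.53) and sox3 (2.82 ± 0.41), the ephrin efnb2b (5.35 ± 0.79), and the axial genes noto (2.90 ± 0.59) and gsc (1.91 ± 0.52) rose too. Of the regulators that did not pass, chrd differed by 1.32 ± 0.57 (adjusted p = 0.155) and her5 by -1.62 ± 0.55 (adjusted p = 0.0781). Among replication and cell cycle genes, cdk1 rose by 2.61 ± 0.59, mcm3 by 2.33 ± 0.49 and mcm6 by 2.13 ± 0.62.

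Genes provided by the egg were among those that fell between dome and 50% epiboly. The pluripotency factor nanog (ENSDARG00000075113) fell by 2.01 ± 0.37 (log2, SE; adjusted p = 0.00837), from 931 CPM (UMIs scaled to a common library size) at dome to 232 and 229 CPM at 50% epiboly. The oocyte claudin cldng fell by 2.11 ± 0.44, the egg mRNA decay factor btg4 by 2.26 ± 0.56, the germ plasm organizer buc by 2.69 ± 0.68, the oocyte kinase wee2 by 1.77 ± 0.42 and the embryonic cyclin ccna1 by 1.60 ± 0.38. The largest other falls were 3.98 ± 1.09 for ano3, 3.38 ± 0.72 for cdc42ep2, 3.24 ± 0.65 for golga1, 3.18 ± 0.83 for kank1b, 3.15 ± 0.68 for ubac1 and 3.02 ± 0.65 for itpr3. From dome to 30% epiboly 29 genes rose and 0 fell with edgeR (493 lower at unadjusted p under 0.05). With the replicate letter as a term 141 rose and 7 fell. Among the 29 genes sox32 rose by 4.70 ± 0.64, her3 by 4.52 ± 0.73, the Notch ligands dlc and dld by 4.32 ± 0.82 and 4.27 ± 0.82, cdx4 by 4.03 ± 0.59, and the secreted inhibitor szl by 3.91 ± 0.71. Between 30% and 50% epiboly 0 genes passed with edgeR or DESeq2 (edgeR: 346 higher and 253 lower at unadjusted p under 0.05). There her3 differed by 1.76 ± 0.45, sox32 by 1.53 ± 0.39 and nanog by -0.85 ± 0.32, each with adjusted p = 0.932. The count of 772 genes between dome and 50% epiboly was 418 without 30% epiboly A and 2153 without 50% epiboly B. Without 50% epiboly A more genes fell than rose, and tbx16l, gsc, mcm6, ano3, cdc42ep2, kank1b, ubac1 and itpr3 did not pass. Without 30% epiboly A wee2 and gsc did not pass, and with DESeq2 buc, ano3 and kank1b did not.

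**Figure D2:**
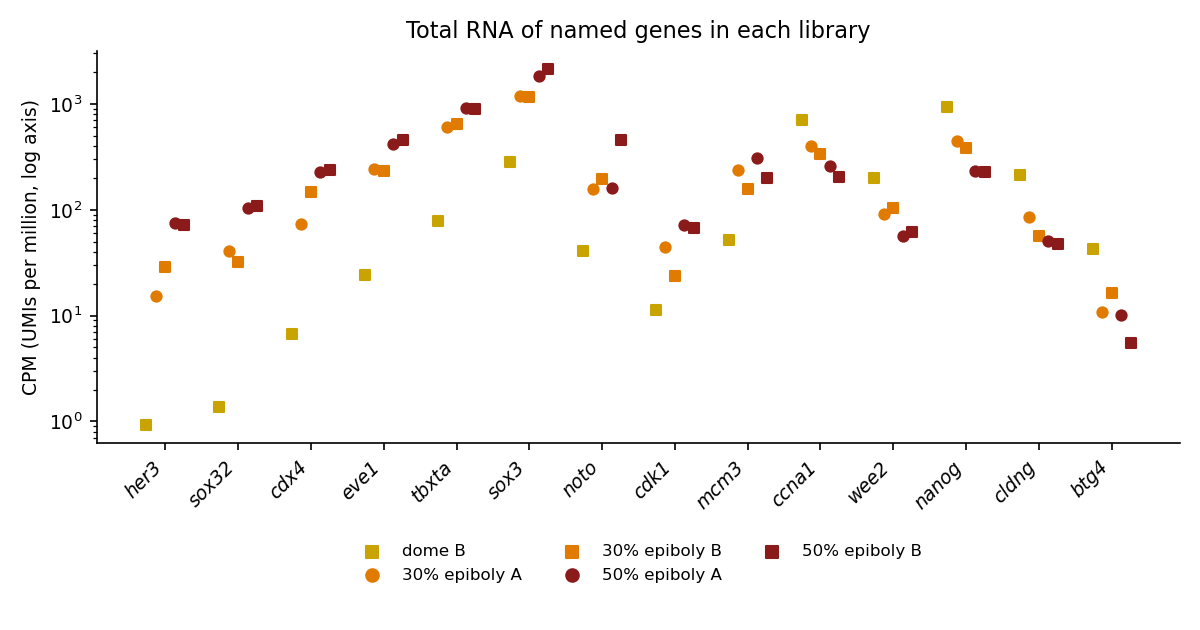
CPM (y axis, log scale) of 14 named genes (x axis) in total RNA of each library (points, coloured by stage). The regulators her3, sox32 and cdx4 were higher at 50% epiboly than at dome, and nanog was lower.

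Fixed groups of genes showed which functions these changes covered, with counts over all genes and then adjusted over the list alone. Of the early zygotic regulators 20 of 24 rose in total RNA from dome to 50% epiboly (23 higher and 1 lower adjusted over the list alone). All 8 neural ectoderm genes rose, and 10 of 11 genes of ventral mesoderm, muscle and blood (11), 6 of 7 prechordal plate genes (7), 5 of 8 endoderm genes (7 higher, 1 lower), 4 of 7 notochord genes (7) and 4 of 8 non-neural ectoderm genes (6). Of oocyte genes 5 of 10 fell (6). Nuclear genes of oxidative phosphorylation rose in 19 of 82 cases (33 higher, 1 lower), ribosomal proteins in 10 of 84 (30), splicing factors in 9 of 74 (9), proteasome subunits in 6 of 50 (9), cell cycle genes in 3 of 25 (3) and heat shock genes in 3 of 9 (3 higher, 1 lower). No list passed in any stage comparison with an estimated correlation, which also missed a raised list in simulated counts. For the early zygotic regulators and neural ectoderm, adjusted p = 0.134 with an estimated correlation. With the preset correlation, 19 of 27 lists passed from dome to 50% epiboly in total RNA. In old RNA 20 of 26 lists passed with it, and in new RNA 11 of 26.

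Old RNA was compared to ask how maternal transcripts were cleared. From dome to 50% epiboly old RNA of 234 of 11265 genes fell and that of 116 rose. Old nanog RNA fell by 2.28 ± 0.36 (log2, SE, n = 2 against 1; adjusted p = 0.000542), and that of sox19b, also an activator of the zygotic genome, by 1.96 ± 0.55. The oocyte genes cldng (2.12 ± 0.45), btg4 (2.26 ± 0.61), buc (2.69 ± 0.67), wee2 (1.76 ± 0.44), ccna1 (1.59 ± 0.35) and cldnd (1.30 ± 0.37) fell as well. Old RNA of 6 of 10 oocyte genes fell (7 adjusted over the list alone; adjusted p = 0.314 with an estimated correlation). Of the study's fast-decay examples 2 of 3 fell, cth1 by 1.97 ± 0.42 and pnrc2 by 1.49 ± 0.35 (3 adjusted over the list alone), and 0 of its 5 slow-decay examples did. The study chose these examples on the same libraries, so they are no independent evidence. Among the largest falls were ubac1 by 3.50 ± 0.78, zdhhc16a by 3.43 ± 0.90, golga1 by 3.26 ± 0.66 and itpr3 by 3.17 ± 0.74. Zygotic genes appeared among the rises, with her3 at 5.94 ± 0.98, msgn1 at 5.60 ± 1.00 and cdx4 at 5.04 ± 0.79. The label was found on 60.0% to 74.6% of UMIs of early zygotic regulators in cells with 1 UMI of the gene and on 92.2% to 97.2% in cells with 10 or more. Old RNA of 0 genes passed from dome to 30% epiboly or from 30% to 50% epiboly with edgeR or limma (edgeR: 688 and 313 lower, 307 and 170 higher at unadjusted p under 0.05). With limma 0 genes passed from dome to 50% epiboly either (242 higher and 1466 lower at unadjusted p under 0.05), and the 350 genes became 21 without 30% epiboly A, 49 without 30% epiboly B, 997 without 50% epiboly A and 1554 without 50% epiboly B. Scaling to old RNA itself raised all log2 changes by a median of 0.378, with 481 genes higher and 188 lower, and sox19b, cldnd and pnrc2 did not pass. With the replicate letter as a term 61 rose and 574 fell. Of the genes named here nanog, her3, msgn1 and cdx4 alone passed without 30% epiboly A.

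New RNA was compared to ask which genes the embryo transcribed more as it developed. From dome to 50% epiboly new RNA of 2537 of 7785 genes rose and that of 9 fell. New her3 RNA rose by 6.42 ± 0.94 and that of sox32 by 6.11 ± 0.84 (log2, SE, n = 2 against 1; adjusted p = 0.0183 for both). New mespaa RNA had 0 UMIs at dome and was at least 33.1-fold higher at 50% epiboly. Genes also provided by the egg rose: pou5f3 by 2.68 ± 0.80, the nucleosome binder hmgn2 by 3.30 ± 0.83, ccnb1 by 2.97 ± 0.86, pcna by 2.40 ± 0.86, ccna2 by 2.28 ± 0.74, taf15 by 2.28 ± 0.79 and ywhaz by 2.08 ± 0.66. New cdk1 RNA rose by 2.97 ± 0.73. The autophagy gene map1lc3c fell by 2.84 ± 0.61 and gtf3ab by 2.39 ± 0.78. New RNA rose in 56 of 75 genes of oxidative phosphorylation (66 adjusted over the list alone), 51 of 73 splicing factors (61), 34 of 45 proteasome subunits (37), 33 of 68 translation factors (41), 26 of 79 ribosomal proteins (49), 20 of 24 early zygotic regulators (22) and 13 of 24 cell cycle genes (14). With edgeR 0 genes passed from dome to 30% epiboly (2802 higher and 13 lower at unadjusted p under 0.05) or from 30% to 50% epiboly (356 and 15), and limma called 0 in both, while with the replicate letter as a term 556 rose from dome to 30% epiboly. New RNA as a whole grew between stages, and scaling to new RNA itself lowered all log2 changes from dome to 50% epiboly by a median of 1.72, after which 0 genes passed (319 higher and 314 lower at unadjusted p under 0.05). Only 2 genes passed among pairs of gene and cell with at least 3 UMIs, and 1480 passed without 50% epiboly A, where ccna2, pcna, taf15, ywhaz and gtf3ab did not, and 3828 without 50% epiboly B.

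Cell types named by the study were compared within each library. Cells named as dome-like made up 60.9% of the dome library (exact binomial interval 58.7% to 63.1%). Neural ectoderm held 3.50% of cells at dome (2.71% to 4.44%) and 33.0% (31.3% to 34.7%) and 33.5% (27.7% to 39.7%) at 50% epiboly. Replicates differed in composition, with unspecified cells of 30% epiboly at 26.0% in A (24.3% to 27.8%) and 5.22% in B (3.62% to 7.26%), and apoptotic-like cells at 4.71% (3.90% to 5.63%) and 16.8% (13.9% to 19.9%). The enveloping layer, the outer epithelium, held 4.96% of cells at dome (4.02% to 6.05%) and fewest in 50% epiboly B, with 3 of 251 cells (0.247% to 3.45%). Germ cells held 1.40% at dome (0.918% to 2.05%) and 0.130% (0.0355% to 0.333%) in 50% epiboly A. No cell was sorted by type, and dissociation losses by type are not known. The labelled share of RNA exceeded that of other cells of the same library by 6.12 percentage points in the enveloping layer (SD 2.23, higher in 4 of 4 libraries), by 5.95 in neural ectoderm (SD 4.72, 5 of 5) and by 5.66 in muscle and blood progenitors (SD 4.90, 5 of 5). It differed by -13.0 points in dome-like cells (SD 5.01, lower in 5 of 5 libraries), -2.31 in notochord (SD 2.36, lower in 5 of 5) and -9.33 in germ cells (SD 5.96, lower in 2 of 2). Against other cells within 20 minutes of pseudotime the difference was 0.744 in muscle and blood progenitors (higher in 2 of 5 libraries) and 3.95 in neural ectoderm (5 of 5). It was -1.86 in notochord (higher in 1 of 5) and -5.99 in dome-like cells (lower in 5 of 5). The study reports that pseudotime closely follows the zygotic fraction of cells, so this match can itself remove part of a difference. Against all other cells, exact sign-flip tests gave adjusted p = 0.188 for the types that were uniform in 5 libraries, and a design of 5 libraries cannot reach 0.05.

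**Figure D3:**
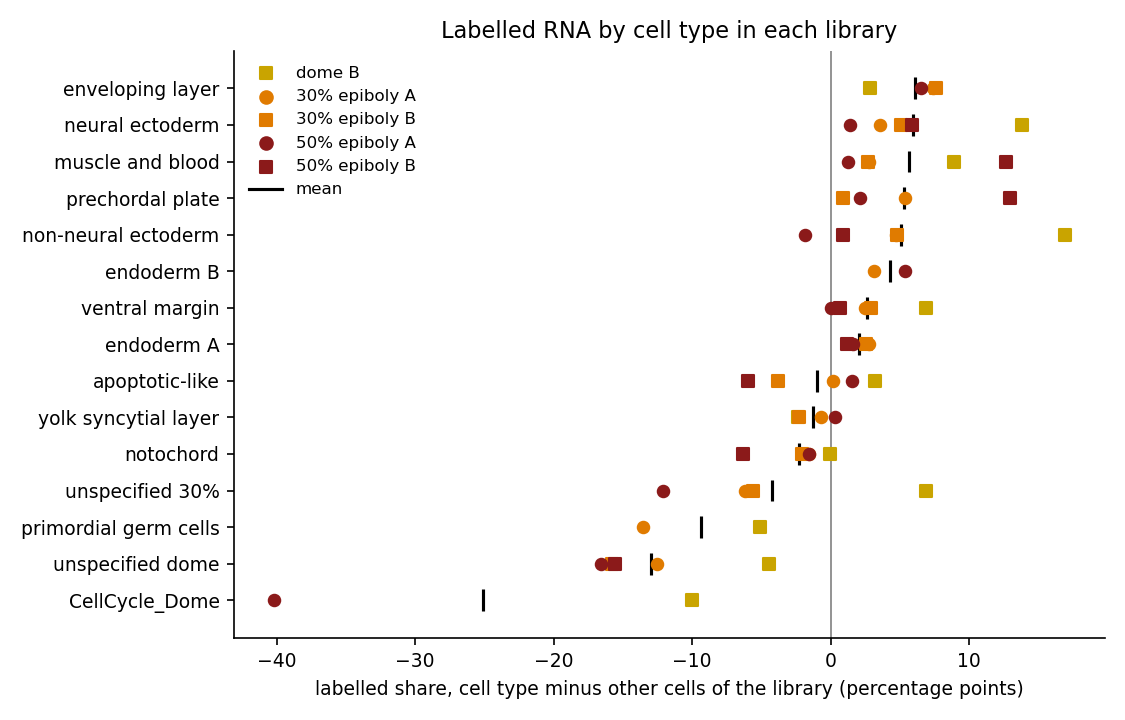
Difference in labelled share of RNA (percentage points, x axis) between each cell type (y axis) and all other cells of the same library, with points for libraries and black lines for means. Neural ectoderm lay above 0 and dome-like cells (unspecified dome in the plot) below 0 in 5 of 5 libraries.

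Old RNA of the enveloping layer was compared with that of all other cells to ask whether maternal transcripts differ between cell types. The 92, 143, 23 and 114 cells of 4 libraries had higher old RNA for 218 and lower for 591 of 6605 genes. Old RNA of the glutathione synthesis gene gclm (ENSDARG00000018953) was higher by 1.79 ± 0.15 (log2, SE; adjusted p = 3.34e-31; higher in 4 of 4 libraries), and its new RNA differed by -0.15 ± 0.45 (adjusted p = 0.887). Other genes provided by the egg were higher in 4 of 4 libraries: hsd17b12a, an enzyme of fatty acid elongation, by 1.90 ± 0.17, lrmp by 1.38 ± 0.22, the phosphatidylinositol synthase cdipt by 0.81 ± 0.16, paqr3a by 0.68 ± 0.15 and the lysosomal cholesterol binder npc2 by 0.50 ± 0.09. Old RNA of the adhesion gene epcam was higher by 1.31 ± 0.10 in the fit and in 2 of 4 libraries, both of replicate A. New RNA of hsd17b12a and epcam was higher in this layer too, as given below, so missed label may have added to their old RNA. By class, 25 of the 218 genes were labelled under 5%, 52 between 5% and 65%, and 136 above 65%. In the last group the keratin genes krt4 and krt5 (5.17 ± 0.20 and 5.50 ± 0.23) and the epithelial regulator grhl3 (6.50 ± 0.56) were higher in old RNA, where the label is missed on part of the new molecules. After correction for missed label, 11 of the 25, 25 of the 52 and 19 of the 136 genes still passed, where 24, 49 and 54 had enough counts to be tested. Old RNA of apoc1 (-2.39 ± 0.24) and the chemokine gene cxcl12a (-2.16 ± 0.39) was lower. Of cell cycle genes 12 of 24 were lower and 1 higher (15 and 1 adjusted over the list alone; adjusted p = 0.689 with an estimated correlation), with mki67 at -0.65 ± 0.09, pcna at -0.46 ± 0.10 and wee1 higher by 1.19 ± 0.33. Of the study's own enveloping layer examples 16 of 19 were higher and 1, oclna, lower (17 and 1 adjusted over the list alone), which is no independent evidence, and adjusted p = 0.306 with an estimated correlation. The members cd9b at 0.23 ± 0.11 (adjusted p = 0.152) and pfn1 at -0.16 ± 0.11 (adjusted p = 0.388) did not pass. Nor did cdh1 of the list of epithelial and keratin genes, at -0.08 ± 0.11 (adjusted p = 0.699). Old pfn1 RNA passed as lower after correction for missed label (-1.31) and without 30% epiboly A (-0.48). It stood at 0.43 with at least 3 UMIs and at 0.022 without 30% epiboly B. The study lists pfn1 among genes with faster maternal decay in this layer. With DESeq2 166 genes were higher and 205 lower, without the library term 89 were higher and 0 lower (235 lower at unadjusted p under 0.05), and without 50% epiboly A and 30% epiboly A in turn 383 and 491 passed in all. Thinning each cell to 1000 UMIs left 24 higher and 259 lower and ended the calls of cdipt, npc2, lrmp, oclna and wee1, limma and DESeq2 each ended those of epcam and wee1, and pcna did not pass without 30% epiboly B nor paqr3a without 30% epiboly A.

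New RNA of the enveloping layer was higher for 360 and lower for 272 of 3550 genes. New RNA of krt4 (ENSDARG00000017624) was higher by 9.46 ± 0.28 (log2, SE; adjusted p = 8.98e-38; 4 of 4 libraries), of krt92 by 9.22 ± 0.29, of the tight junction claudins cldne and cldnb by 8.82 ± 0.26 and 8.67 ± 0.27, of the plakin ppl by 9.20 ± 0.36 and of fa2h by 9.50 ± 0.41. The cluster marker krt8 was higher by 8.32 ± 0.26, and it is among the genes the study used to name types. Genes also provided by the egg were higher too: hsd17b12a by 8.25 ± 0.31, the actin binder pfn1 by 7.14 ± 0.26, epcam by 6.70 ± 0.33, cd9b by 4.57 ± 0.28, cdh1 by 4.02 ± 0.25 and oclna by 2.93 ± 0.31. All 16 enveloping layer list genes were higher (16 adjusted over the list alone; adjusted p = 0.374 with an estimated correlation). Axial and patterning genes were lower: gsc by a log2 of -3.72 ± 0.39, foxa at -4.55 ± 0.47, zic2a at -4.64 ± 0.68, the BMP inhibitor nog1 at -5.13 ± 0.63 and the Wnt inhibitor dkk1b at -3.63 ± 0.49. New ism1 RNA had 0 UMIs in the enveloping layer and was at least 19.9-fold lower. Of early zygotic regulators 13 of 24 were lower and 2 higher (13 and 2 adjusted over the list alone; adjusted p = 0.773 with an estimated correlation). With 50% epiboly B added 175 genes were higher and 224 lower, and without 50% epiboly A 345 passed in all.

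**Figure D4:**
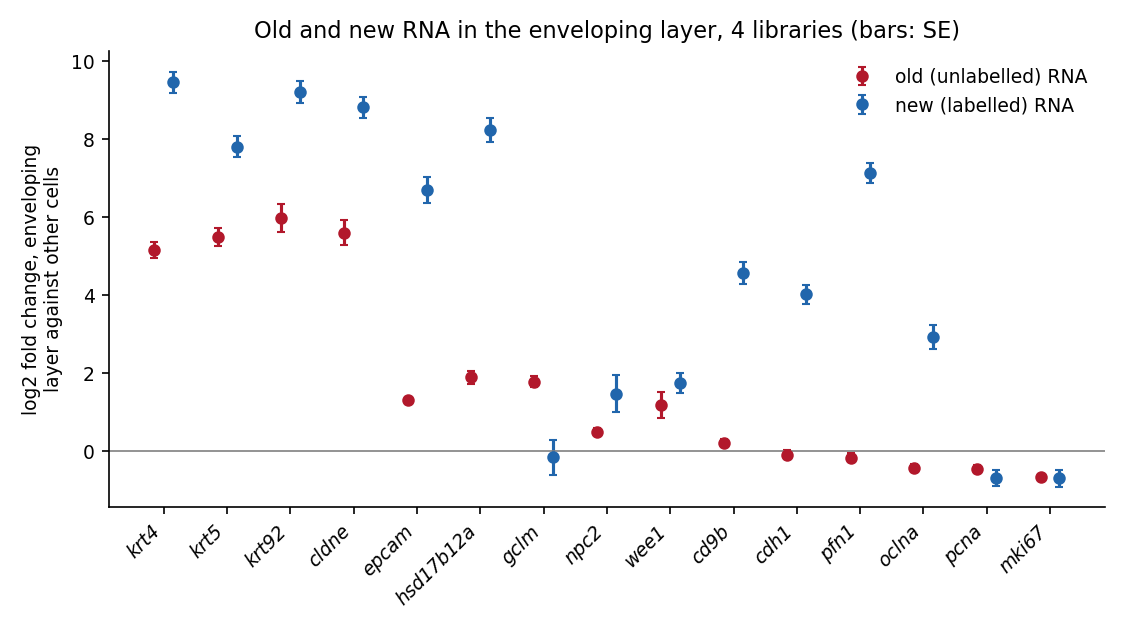
Log2 fold change between the enveloping layer and all other cells (y axis) of old and new RNA (colours) for named genes (x axis), with points for the fits of 4 libraries and bars for SE. The gene gclm lies at 1.79 for old and -0.15 for new RNA, and krt4 at 5.17 and 9.46.

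Primordial germ cells inherit germ plasm, and their old RNA was compared with that of other cells in the 2 libraries with at least 5 such cells, 26 at dome and 9 in 30% epiboly A. Old RNA of 15 of 8502 genes was higher and of 7 lower. The cluster markers nanos3 and dnd1 were higher by 9.02 ± 1.07 and 7.91 ± 0.87 (log2, SE, n = 2), and both are among the genes the study used to name types. Beside them the germ granule gene tdrd7a (ENSDARG00000032808) was higher by 6.51 ± 0.58 (adjusted p = 5.47e-25; 2 of 2 libraries), the carbonic anhydrase gene ca15b by 6.43 ± 0.58, the RNA binders dazl and ddx4 by 4.19 ± 0.54 and 3.47 ± 0.67, gra by 3.18 ± 0.51 and surf2 by 2.33 ± 0.47. Of the germ cell list 5 of 9 were higher (5 adjusted over the list alone; adjusted p = 0.623 with an estimated correlation), and piwil1 at -0.82 ± 0.92 (adjusted p = 0.903) and buc at -0.07 ± 0.87 (adjusted p = 1) did not pass. All 6 of the study's germ cell examples were higher, which is no independent evidence. Of the examples of miR-430 targets 3 of 5 were higher (4 adjusted over the list alone; adjusted p = 0.623 with an estimated correlation). These 3 are nanos3, tdrd7a and dazl, already named above, so this list is no separate evidence. Old pou5f3 RNA was lower at -2.43 ± 0.56 (adjusted p = 0.0133), a call that DESeq2 did not make. New RNA was lower for 136 and higher for 1 of 3656 genes: pou5f3 at -2.50 ± 0.54, sox3 at -5.28 ± 0.64, 32 of 76 ribosomal proteins (52 adjusted over the list alone) and 11 of 68 splicing factors (20), with adjusted p = 0.841 for both lists with an estimated correlation. The 1 higher gene, ddx4 (5.03 ± 1.45, adjusted p = 0.0182), rested on 10 UMIs in germ cells and did not pass after correction for missed label. With all libraries that hold a germ cell, 60 genes were higher and 819 lower in old RNA.

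New RNA set the other embryonic cell types apart by known regulators, several of which the study used to name them. In endoderm (cluster A), the naming gene sox32 was higher by 6.24 ± 0.24 (log2, SE, n = 4 libraries), and beside it lft2 by 3.59 ± 0.43, gata6 by 3.48 ± 0.38 and gata5 by 3.24 ± 0.44, while sox3 was lower at -5.18 ± 0.32. In the prechordal plate fzd8b (8.15 ± 0.30), frzb (7.51 ± 0.41), ripply1 (7.02 ± 0.31), nog1 (5.95 ± 0.22) and otx2a (4.88 ± 0.38) were higher, beside the naming genes gsc (6.04 ± 0.19) and chrd (4.23 ± 0.25). In notochord foxa2, foxa3, admp and xbp1 were higher by 2.89 ± 0.27, 2.71 ± 0.25, 2.53 ± 0.16 and 2.18 ± 0.13 (n = 5), beside the naming genes chrd and noto. The neural ectoderm had more new RNA of sox2 (2.39 ± 0.24), lhx5 (2.27 ± 0.38), foxb1a (1.76 ± 0.34), admp (1.72 ± 0.24) and sox19a (1.30 ± 0.25), and the ventral margin of cdx4 (3.30 ± 0.20) beside the naming genes eve1 and tbxta. In muscle and blood progenitors mespab, msgn1, foxc1a and gata5 were higher by 5.23 ± 0.32, 4.65 ± 0.34, 4.06 ± 0.46 and 3.38 ± 0.28. In non-neural ectoderm 4 genes were higher, among them tfap2c (1.67 ± 0.39), a call that ended without 30% epiboly A, and the neural gene sox3 (1.41 ± 0.39), a call that ended without 30% epiboly A, 30% epiboly B or 50% epiboly A.

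Own lists of these types were tested in new RNA, with adjusted p-values with an estimated correlation. Several of these lists hold genes that the study used to name the types, and its clusters were computed from these same cells. Higher new RNA of a list in its own type was therefore favoured beforehand, and these values are no independent evidence. For 4 of 5 endoderm genes new RNA was higher (5 adjusted over the list alone; adjusted p = 0.0776), for 6 of 6 prechordal plate genes (6; adjusted p = 0.255), 5 of 6 notochord genes (5; adjusted p = 0.0217), 7 of 7 neural genes in neural ectoderm (7; adjusted p = 0.0979) and 8 of 9 genes of muscle and blood in their progenitors (8; adjusted p = 0.177). Of the last list 5 of 8 were higher and 1 lower in the ventral margin (7 and 1; adjusted p = 0.0808). Of non-neural ectoderm genes 0 of 4 passed in that type with edgeR (3 at unadjusted p under 0.05, 3 higher adjusted over the list alone; adjusted p = 0.193). Apoptotic-like cells had higher new RNA for 11 of 11 genes of p53 and stress (11; adjusted p = 0.153), among them gadd45aa by 6.63 ± 0.36, phlda3 by 6.42 ± 0.30 and mdm2 by 4.92 ± 0.26, beside the naming genes sesn3 and isg15. Dome-like cells had more old RNA of 6 of 9 oocyte genes (6 adjusted over the list alone, adjusted p = 0.0742), with cldng higher by 1.29 ± 0.19 and cldnd by 1.07 ± 0.13. Their median pseudotime was below that of the whole library in each library, at 297 against 330 minutes in 50% epiboly A. Both genes belong to the module by which the study chose its youngest cells. No fit matched these cells by pseudotime, so slower loss cannot be told apart from younger cells. Over 11 types together 598 genes were higher and 2217 lower in old RNA, and 691 were higher and 2290 lower in new RNA. Without 30% epiboly A the higher calls were 204 for old RNA, and without 50% epiboly A they were 311 for old and 466 for new RNA. Mixing of cells was measured from injected mCherry mRNA, of which each embryo received 1 of 2 forms. At least 20% of the minor form was seen in 31 of 1300 dome cells with 10 or more mCherry UMIs (2.38%, 1.63% to 3.37%), in 7 of 534 cells of 30% epiboly B (1.31%, 0.529% to 2.68%) and in 0 of 205 cells of 50% epiboly B (up to 1.78%). As mixes within 1 form cannot be seen, the first 2 shares correspond to 5.19% and 2.69% of doublets. At least 1 UMI of each form was held by 353, 135 and 42 of these cells, with the minor form at 1.64%, 0.914% and 0.700% of their mCherry UMIs. The A libraries held nearly 1 form alone and gave no such measure.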

Values the study reported

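The study reported 8226 cells in all, with 1855 at dome, 3052 at 30% epiboly and 3319 at 50% epiboly. It gave the mean labelled share of cellular mRNA as 13% at dome, 31% at 30% epiboly and 41% at 50% epiboly. For single genes it gave a labelled share of 47% for ccnb1 and 8% for ddx39ab. Injected control mRNAs were labelled below 0.8% and known maternal genes below 3.5%.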

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

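Tests chosen only after the result was seen were the correction for missed label, the thinning of called genes, and the splits that part the sums of each library; the other splits were chosen before. The difference between the enveloping layer and other cells varied between stages, by a test of the interaction, for 28 genes in old RNA and 8 in new RNA (319 of 6605 and 153 of 3550 at unadjusted p under 0.05), with 1 residual degree of freedom. In these 4 libraries dome is B alone and 50% epiboly A alone, so stage cannot be told apart from the replicate letter. Old epcam RNA had the smallest p (adjusted p = 2.54e-27), and in other cells it stood at 796 CPM at dome, 115 and 560 in 30% epiboly A and B and 145 in 50% epiboly A, low in both A libraries. The other genes of old RNA included ppl, krt4, lpcat4 and stard14, while dhrs13a.2, epcam, capns1a, oclna and cd9b were among those of new RNA. Injected RFP mRNA, which no comparison used, gave 4 UMIs in the dome library and 4 UMIs in 30% epiboly B, above the limit that a count of 0 allows. The study made this mRNA fully labelled, found very few reads of it, and reports that the iodoacetamide step degraded it.

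Old RNA was higher in the enveloping layer for 218 genes, of which 136 belong to the class labelled above 65%. Missed label on abundant new RNA may account for part of that class. After correction 54 of its genes had counts enough to be tested and 19 passed (14.0% of 136, which counts untested genes as not passing). In those 54 the median log2 change moved from 2.04 (median SE 0.36) to 1.33 (0.63). The other genes of this class were tested before the correction, which lowered their old RNA below the count filter. The 54 are thus selected for old RNA that remained, and their median can understate the effect of missed label. For genes labelled between 5% and 65%, 48.1% still passed, with the median of the 49 tested moving from 0.94 (median SE 0.23) to 0.72 (0.29), and for those under 5%, 44%, with that of the 24 tested moving from 0.65 (0.20) to 0.71 (0.24), so how much missed label matters in both classes stays open. For the 82 called genes that could be tested after thinning to 1000 UMIs, the median change was 81.9% of that before. Thinning kept the labelled fractions estimated at full depth, so it cannot test depth that acts through label detection. How much depth per cell matters stays open. A biological difference between the layers is not excluded, and these libraries hold no group that tests it. For epcam the study tested it in a separate experiment with injected reporter mRNAs. Relative to a control mRNA, a reporter with the untranslated regions of epcam lasted longer in this layer than in deeper cells. A reporter with neutral regions differed slightly in the same direction. The study proposes that sequences in the epcam regions set the difference.

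The fit pairs the 2 sums of each library, and for the enveloping layer the 8 splits that part every pair, as the real one does, are too few for a share under 0.05 (218 genes against at most 21 in another split for old RNA and 360 against at most 0 for new RNA). Over all 32 splits, of which most leave some pairs together, 1, the real one, gave as many genes higher in old RNA (at most 141 in another) and 1 in new RNA (at most 0). For the other 11 cell types together, 30 splits that part every pair were drawn. Of these 1, the real one, gave as many genes in old RNA (598 against at most 212) and 1 in new RNA (691 against at most 591). Drawn splits that leave pairs together as well gave as many in 2 of 30 for old RNA (601 in another split) and in 3 of 30 for new RNA (793 in another). Cell types were grouped by expression in these same cells, so a difference that repeats between libraries was favoured beforehand. The splits test only that repeat, and they cannot exclude chance.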

How the results depend on the processing

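The correction for missed label, genes in at least 5 cells, at least 3 UMIs for other types, all libraries with any cell of a type and, for single cell types, leaving out yolk syncytial layer and apoptotic-like cells were tests chosen only after the data were seen; for the other changes below the cause was not tested unless it is named. Of 288 alternatives for 37 main results 10 changed sign or the balance of directions. Of 1806 alternatives for 208 named genes, many of them chosen for a large change in the same direction in every library, 1568 kept direction and side of the threshold, 216 lost the call, 11 gained one and 11 changed sign, 0 of these in a gene past the test. Libraries with the same letter deviated together from their stage means (correlation over genes 0.190 for total, 0.248 for old and 0.268 for new RNA), which 2 pairs cannot settle as pairing. Total RNA gave 0 genes between 50% and 30% epiboly, and 3 with no filter on low counts, 1 with the replicate block and 1 to 94 on leaving out 1 library. From dome to 50% epiboly the 772 genes became 1296 with no filter and 418 to 2153 on leaving out 1 library, and without 50% epiboly A more fell than rose (987 in all, 456 higher and 531 lower). From dome to 30% epiboly the 29 genes became 294 with no filter, 148 with the replicate block, 152 with DESeq2, 131 without yolk syncytial layer and apoptotic-like cells, and 37 to 658 on leaving out 1 library.

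Old RNA between 50% and 30% epiboly gave 7 genes with correction for missed label and 0 to 174 on leaving out 1 library, against 0. From dome to 50% epiboly the 350 genes became 635 with the replicate block, 6 with pairs of at least 3 UMIs, 0 with limma (242 higher and 1466 lower at unadjusted p under 0.05) and 882 after correction. Scaling to old RNA turned the balance (669 in all, 481 higher and 188 lower), since it raises every log2 change, and leaving out 30% epiboly B did too (49 in all, 30 higher and 19 lower), in a range of 21 to 1554. From dome to 30% epiboly the 0 genes became 6 with no filter, 8 with the block, 42 with scaling to old RNA, and 0 to 170. New RNA between 50% and 30% epiboly gave 3 with no filter, 1 with the block and 2 to 10, against 0. From dome to 50% epiboly the 2546 genes became 2 with at least 3 UMIs, 0 with scaling to new RNA (edgeR), 1174 with limma and 1480 to 3828. From dome to 30% epiboly the 0 genes became 340 with no filter, 556 with the block, 2 with at least 3 UMIs, and 63 to 2482. Scaling to the fraction itself moved the median log2 change by 0.257 and 0.120 for old RNA and by -1.29 and -0.425 for new RNA, from dome to 30% and from 30% to 50% epiboly.

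For the enveloping layer the 809 genes of old RNA became 201 with at least 3 UMIs, 318 with limma, 371 with DESeq2, 283 with thinned cells, 323 after correction, 383 to 978 on leaving out 1 library, and 89, all higher, with no replicate block, whose library differences then enter the error. The 632 genes of new RNA became 264 with at least 3 UMIs, 345 to 994 on leaving out 1 library, and 399, most of them lower, with all libraries. For germ cells the 22 genes of old RNA became 10 with at least 3 UMIs, 9 with DESeq2, and 1015 with limma and 879 with all libraries, both mostly lower, and the 137 of new RNA became 582 with all libraries. Genes higher in other types went from 598 to 291 after correction, 81 with at least 3 UMIs and 204 to 873 on leaving out 1 library for old RNA, and from 691 to 244 with at least 3 UMIs and 466 to 958 for new RNA. The labelled share at dome moved from 12.3% to 13.6% with at least 3 UMIs, 12.2% without yolk syncytial layer and apoptotic-like cells and 14.7% after correction, and at 30% epiboly from 30.6% to 35.2% and 35.6%. Genes labelled under 5% numbered 1195 with at least 5 UMIs and 1266 in at least 5 cells, those between 5% and 65% 7309 with 1 UMI and 1360 with 5, and those above 65% 446, 929 and 957. The labelled share against other cells changed sign in endoderm (-1.63 points) and ventral margin (-0.828) within 20 minutes of pseudotime, and in apoptotic-like cells without 50% epiboly B (0.276, in a range from -2.02).

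Of genes that did not pass in the main fit, old RNA of the enveloping layer changed sign for cdh1, pfn1 and cd9b. For cdh1 it was 0.0010 near in pseudotime, 0.33 with at least 3 UMIs, 0.085 thinned, and -0.18 to 0.033 on leaving out 1 library. For pfn1 it was 0.43 with at least 3 UMIs and -0.48 to 0.022 on leaving out 1 library. It passed as lower after correction (-1.31) and without 30% epiboly A (-0.48). For cd9b it was -0.042 after correction, and with at least 3 UMIs it passed as higher (0.71). New gclm RNA ranged from -0.30 to 0.011, and buc in germ cells changed sign with at least 3 UMIs (0.86), limma (0.10) and DESeq2 (0.0091). Not run were the test of the conversion treatment, as the tables hold no cells of the other libraries, the test of elements in 3' untranslated regions, for which no annotation was held, and leaving out a library for germ cells, where no residual degree of freedom would remain. With 1 dome library its own variation is not measured, and thinning left fewer counts per gene and fewer genes past the test.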

Other observations

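Tests of low-label cells and of detection and pseudotime in 50% epiboly B were chosen only after the result was seen, and that of the mix of cell types before. Cells that the study named as yolk syncytial layer contamination had more new RNA of the antifreeze protein gene afp4.1 (log2 5.95 ± 0.25, SE, 4 of 4 libraries) and of the nuclear receptor gene nr0b2a (5.26 ± 0.41). Old RNA of ribosomal proteins was lower in notochord for 47 of 78 genes (adjusted p = 0.0476 with an estimated correlation).

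A group of 39 cells, which the study names by the cell cycle and dome, carried little label at every stage where it occurred: 30 at dome, 1 and 2 at 30% epiboly, 6 in 50% epiboly A and 0 of 251 cells in 50% epiboly B, with an exact 95% binomial interval up to 1.46%. Their labelled share was 2.46% against 12.4% in other cells at dome, 2.76% against 31.5% and 2.46% against 29.7% at 30% epiboly A and B, and 2.53% against 42.7% in 50% epiboly A. Failed conversion would leave the total RNA of zygotic genes in place, but early zygotic regulators reached 4.48% of the UMIs expected from other cells of the same libraries, while oocyte genes reached 347%. A single abnormal embryo would carry 1 form of mCherry, but 34.6% of 26 dome cells carried mainly the less common form. The study formed its groups from total RNA without the label, so low zygotic and high oocyte RNA may have defined this group beforehand. The comparison of regulator and oocyte UMIs is then no independent test of failed conversion. A labelled share under 5% was also found in 87 of 8187 other cells. What set the 39 cells apart stays open, and no biological explanation was tested.

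The labelled share at 50% epiboly was 10.2 percentage points lower in replicate B than in A. Lower label detection in B is argued against, since early zygotic regulators were labelled at 93.0% in B and 86.2% in A, 6.78 points more. Weighting B to the mix of cell types of A closed 19.7% of the gap (95% interval 9.58% to 31.0%), and weighting it to the pseudotime of A closed 38.7% (25.5% to 48.0%). The study computed pseudotime from the RNA of these cells and reports that it closely follows their zygotic fraction. Weighting to pseudotime thus partly matches the labelled share itself, so the 38.7% cannot be read as an effect of age. B was lower in 7 of the 9 types compared, so part of the gap may lie within types, and a difference in age at collection cannot be told apart from one between library preparations. No biological explanation was tested.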
